A study of Mus musculus with 12 samples. Its data were reported in "Foxp3 depends on Ikaros for control of regulatory T cell gene expression and function" (2024).

How the data were processed

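Gene expression was measured by RNA sequencing in 12 libraries of mouse regulatory T cells (Treg). Per the labels, the cells were Treg sorted from spleen CD4+ cells of single animals by the yellow fluorescent protein that marks Foxp3-driven Cre. The wild-type (WT) animals carried only this Cre, and the conditional knockout (cKO) animals also lost Ikzf1, the gene of the transcription factor Ikaros, in Treg. Libraries were made either from cells without stimulation (ex vivo) or from cells kept for 4 h on plates coated with antibodies to CD3 and CD28, 1 µg/ml each. Each of the 4 groups had 3 libraries, and every library had a group.

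Per the labels and the methods of the study, the authors depleted ribosomal RNA from total RNA, made strand-specific libraries, sequenced 51 bp paired ends, aligned the reads to mouse build mm9 with STAR and counted reads on Ensembl exons with htseq-count, using the strand. The table deposited by the authors holds an expression signal per gene and library, in TPM, transcript abundance scaled to a total of 1000000. Each of its 12 libraries sums to 1000000 over 36222 genes. The authors added the value of 1 read to the TPM before taking the deposited log2 values. Dividing the TPM by what the log2 column adds therefore gives back the reads behind each value. This gave a whole number for 99.9977% of the values. The remaining 10 values, each from at least 1267073 reads, deviated from a whole read by at most 0.259. A second table of the authors holds the results of their own test of 18111 genes in 6 comparisons. Its log2 fold changes, its F statistic (a score of the authors' test), its p-value and its FDR came from the authors' quasi-likelihood count model in edgeR with trimmed mean of M-values scaling. Recomputed Benjamini-Hochberg values differed from the deposited FDR by at most 5.06e-15. This table entered only as a comparison, under the name of the authors' deposited table.

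Positions were taken from the GENCODE vM1 annotation of NCBIM37, the assembly also called mm9, which placed 35859 of the 36222 genes (99.00%). Of the gene identifiers, 3179 shared their symbol with another identifier. Reads assigned to genes ranged from 8208659 to 20247649 per library, and 1 read corresponded to between 0.0434 and 0.0859 TPM for the gene of median length. A count of 3 reads or fewer in every library of a group was treated as the floor. Sequenced fragments carried no molecular identifiers, so counting error understates the error of a value. Chi-square values per degree of freedom between replicates, over genes with at least 10 reads, were 4.51 to 48.2, far above counting error alone, and Spearman correlations between replicates were 0.849 to 0.962.

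The TPM were not treated as counts. Genes whose highest group mean was at least 1 TPM were tested (33873 genes). Libraries were scaled by the trimmed mean of M-values over the tested genes, with 30% of the M-values and 5% of the A-values trimmed. A pseudocount of 1 was added, log2 was taken, and limma 3.58.1 (lmFit, contrasts and eBayes with a mean-variance trend) in R 4.3.3 was fitted to all 12 libraries at once with the 4 groups as the only term. The 5 comparisons were the genotype effect ex vivo, the genotype effect after stimulation, the stimulation effect in each genotype, and the interaction of genotype and stimulation. P-values were two-sided and adjusted by Benjamini-Hochberg within each comparison, and a gene was called when its adjusted p was under 0.05. Fold changes are on the scale of log2(scaled TPM + 1), which understates the change of genes of low expression, while group means and SDs are of the TPM as deposited. Single values were compared by exact two-sided permutation tests, which cannot go below 0.1 with 3 libraries against 3. Files were read with Python 3.11.15.

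Among the 33873 tested genes, 20555 (60.68%) stayed under 5 TPM in every group, a range that also held 71.41% of 1399 genes of olfactory and vomeronasal receptors. The same fit was therefore also made on the 13318 genes whose highest group mean was at least 5 TPM, and its values stand beside those of the 1 TPM filter. The factors of the 1 TPM filter placed the median of the 13318 genes lower than their own factors did, by -0.27 (log2) for the genotype effect after stimulation, -0.23 for stimulation in WT, -0.49 for stimulation in cKO and -0.26 for the interaction. For the genotype effect ex vivo the shift was only -0.01. Changes under the 5 TPM filter are relative to the median of these genes.

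The genes named in the text followed a rule. They were the 5 Ikaros family genes, the genes that the study's text names for these comparisons, 5 control genes of T cell stimulation, the 5 largest rises and the 5 largest falls of each genotype comparison, and the 3 largest rises and falls of the stimulation effect in WT and of the interaction. For the largest changes the rule required an adjusted p under 0.05 and a highest group mean of at least 5 TPM, and, apart from the interaction, no overlap between the 3 libraries of each group. The 6 gene lists tested as sets were interferon response, central Treg, effector Treg, cell cycle, immediate early and stress genes, and T cell receptor variable segments, without genes named by the study. They were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over 12 tests, with fry and an estimated correlation as checks. Further lists held markers of B cells, myeloid cells, CD8 T cells, red cells, Treg identity and sex. The fits, comparisons, naming rule, lists and first set of alternatives were all fixed before the data were examined.

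The alternatives fixed in this way were a pseudocount of 0.1, no filter on low values, the 5 TPM filter, the TPM as deposited, median of ratios scaling, quantile normalization, no mean-variance trend, the replicate number as a block, the block nested in genotype, a fit to the 2 groups compared only, the authors' deposited table, and leaving out each library in turn. Chosen after seeing the data were limma voom on the recovered reads, scaling factors taken from the other filter, the genes of the authors' deposited table, repeats of the alternatives under the 5 TPM filter, the 5 TPM filter for the set tests and for the correlation of the genotype effects, and further scalings and left-out libraries for the set tests. Ranges of a gene's adjusted p over alternative fits leave out the authors' deposited table. Genes outside the naming rule that the text mentions (Gm10800, Gm10801, Gm10222, Xist, Ddx3y) were chosen after their values were seen.

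Replicate numbers run from 1 to 3 in each group of the labels. Whether they pair the libraries was checked by correlating deviations from the group means across 6515 genes of at least 10 TPM. Ex vivo, same-numbered WT and cKO libraries deviated together, with correlations across genes of 0.27, 0.37 and 0.16, so by a rule requiring every correlation to exceed 0.1 the numbers were taken to pair these libraries. The labels name no shared litter, day or batch behind the pairs. In no other comparison did all 3 correlations exceed 0.1. The replicate block gave each number the same effect in all 12 libraries, ex vivo and stimulated. It therefore does not model a pairing of the ex vivo libraries alone.

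Each fit was tested on simulated reads with the means and library sizes of the real libraries and a dispersion of 0.05, in which 200 genes were changed 4-fold between 3 and 3 libraries. With the 1 TPM filter 164 of 200 changed genes were recovered (82%) beside 5 unchanged genes. With the 5 TPM filter 174 of the 191 tested were recovered (91.1%) beside 3 unchanged genes. For limma voom the recovered shares were 89.5% and 93.2%. Since all simulated libraries shared the same profile, these shares do not speak to differences in scaling or background between the real libraries. No column of per-sample values was left unused, and no library was left out.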

Results

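To measure how the loss of Ikaros affects gene expression in Treg at rest and after activation, RNA was sequenced from 12 libraries in 4 groups of 3, namely WT ex vivo, cKO ex vivo, WT stimulated and cKO stimulated. Reads assigned to genes numbered 11822714 to 18244906 per library in WT ex vivo, 13150349 to 20247649 in cKO ex vivo, 10045424 to 13440658 in WT stimulated and 8208659 to 10930376 in cKO stimulated. The stimulated cKO group was therefore the shallowest. Values are the TPM deposited by the authors, each library summing to 1000000.

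Ikzf1 (ENSMUSG00000018654, mm9 chromosome 11, 11585006 to 11672929), the targeted gene, was measured first because it checks the labels. Ex vivo it stood at 125, 83.8 and 106 TPM in the WT libraries and at 44.3, 38.8 and 42.6 TPM in the cKO libraries, that is 105 ± 20.6 against 41.9 ± 2.82 TPM (SD, n = 3). After stimulation it stood at 74.7, 66.4 and 83.4 TPM in WT and at 31.6, 26.9 and 17.04 TPM in cKO, that is 74.8 ± 8.48 against 25.2 ± 7.43 TPM (SD, n = 3). The cKO mean was 40.0% of the WT mean ex vivo and 33.6% after stimulation. The alternative that moved the ex vivo share most was scaled TPM, at 34.3%. In both conditions every cKO library lay under every WT library, with an exact two-sided permutation p of 0.1, the smallest that 20 arrangements allow. In the limma fit Ikzf1 fell by 1.54 (log2, SE 0.25, adjusted p 0.043) ex vivo and by 1.58 (SE 0.25, adjusted p 0.0391) after stimulation. Among genes of at least 5 TPM it fell by 1.52 (SE 0.11, adjusted p 5.45e-05) and 1.29 (SE 0.11, adjusted p 0.000161). The calls of the 1 TPM filter rested on single libraries. Ex vivo only 2 of 12 fits that each left out a library kept it, with an adjusted p of up to 0.171 without cKO ex vivo 3, and after stimulation 6 of 12 did, with up to 0.16 without WT stimulated 3. Under the 5 TPM filter all 12 fits called Ikzf1 in both conditions, at adjusted p-values of up to 0.000714 and 0.00139. With the replicate number as a block the ex vivo adjusted p was 0.123 at 1 TPM and 0.000566 at 5 TPM. Over its 24 alternative fits it ranged from 1.69e-05 to 0.171.

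**Figure D1:**
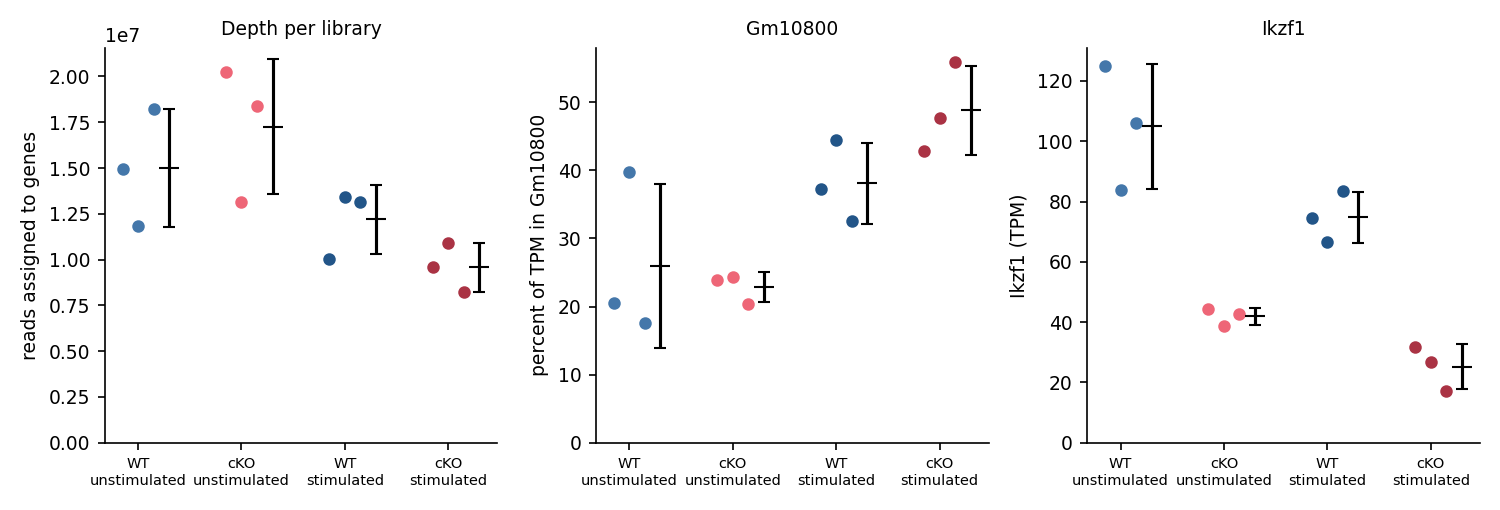
Reads assigned to genes, the percent of TPM taken by Gm10800 and the TPM of Ikzf1 in each of the 12 libraries, with points for libraries and bars for the mean ± SD of the 3 libraries of a group. Ikzf1 lies at or under 44.3 TPM in the 6 cKO libraries and at or above 66.4 TPM in the 6 WT libraries, and Gm10800 takes between 17.7% and 55.9% of the TPM.

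A single gene model took a large and uneven share of every library. Gm10800 (ENSMUSG00000075014, chromosome 2, 98506704 to 98507458), singled out after its values were seen, held 26.0 ± 12.1% of the TPM in WT ex vivo, 22.9 ± 2.17% in cKO ex vivo, 38.1 ± 5.93% in WT stimulated and 48.8 ± 6.58% in cKO stimulated (SD, n = 3 each). Since TPM sum to a fixed total, a larger Gm10800 share lowers the deposited TPM of all other genes. Xist, also chosen after its values were seen, stood at 179 TPM in WT ex vivo 3 and at or under 1.36 TPM in the other 11 libraries, and the Y-linked gene Ddx3y was at 0.097 TPM in that library. WT ex vivo 3 thus came from a female and the other libraries from males, so WT ex vivo 3 and WT stimulated 3 were not the same animal.

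The genotype effect ex vivo asks which genes depend on Ikaros in Treg without added stimulation. In this comparison 57 of 33873 genes were called, 44 higher and 13 lower in cKO, and 50 of them changed by more than 2-fold, while 2330 genes had an unadjusted p under 0.05. The 5 TPM filter moved this count most. At 5 TPM, 704 of 13318 genes were called, 482 higher and 222 lower (68.5% higher), 111 of them over 2-fold, with 2384 at an unadjusted p under 0.05. The filters shared 50 calls. Without cKO ex vivo 3 the counts dropped to 10 genes at 1 TPM and 324 genes at 5 TPM, the lowest over the 12 fits that each left out a library. Blocking on the replicate number, with an effect shared by ex vivo and stimulated libraries, left 18 calls at 1 TPM and 516 at 5 TPM. The share of calls that were higher in cKO was 77.2% with scaling and 92.9% with the TPM as deposited. The authors' deposited table held 666 genes with an FDR under 0.05 for this comparison, 457 higher and 209 lower, and 130 over 2-fold. Of the 704 genes, 673 were in that table and 518 passed its threshold in the same direction, and the log2 fold changes correlated across genes with r 0.985.

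**Figure D2:**
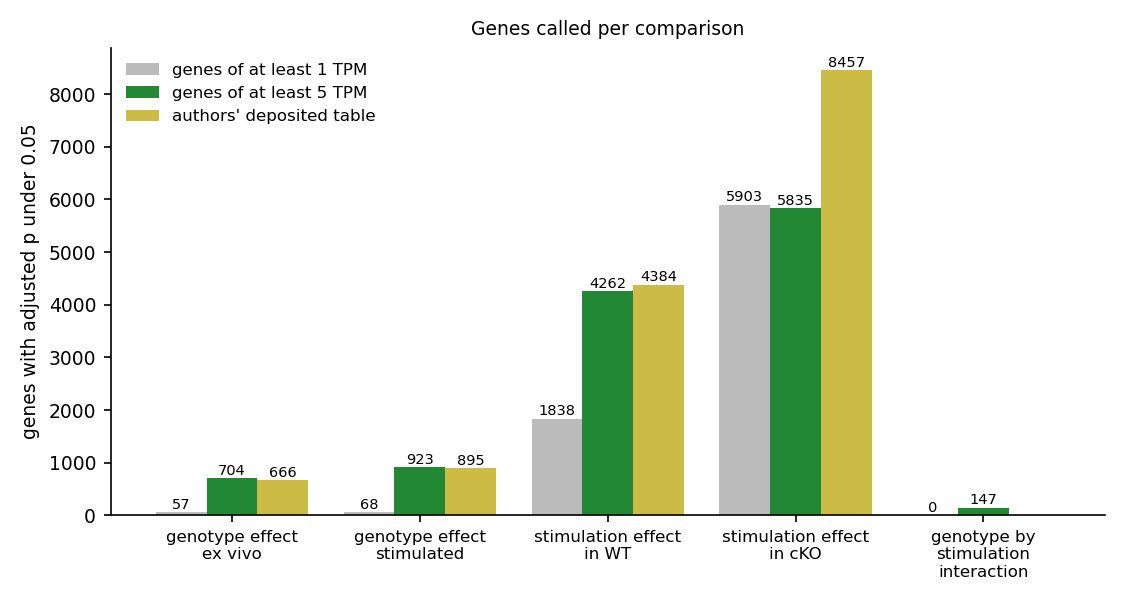
Number of genes with an adjusted p under 0.05 in each comparison, for genes of at least 1 TPM, genes of at least 5 TPM and the authors' deposited table, which has no interaction. The genotype comparisons gave 57 and 68 genes at 1 TPM against 704 and 923 at 5 TPM, and the interaction 0 against 147.

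The largest rise ex vivo was that of Ifitm2 (ENSMUSG00000060591, chromosome 7, 148140736 to 148141882), from 8.39 ± 1.49 TPM in WT to 105 ± 9.60 TPM in cKO (SD, n = 3), a log2 change of 3.28 (SE 0.26, limma adjusted p 0.00104). The related gene Ifitm3 (ENSMUSG00000025492, chromosome 7, 148195485 to 148196669) rose from 3.65 ± 1.60 to 40.4 ± 2.44 TPM, by 3.02 (SE 0.33, adjusted p 0.0054). Reads may be shared between these similar genes, so the split between them is uncertain. Wisp1 (ENSMUSG00000005124, chromosome 15, 66722882 to 66754763) rose from 2.29 ± 0.775 to 22.2 ± 0.614 TPM, by 2.68 (SE 0.23, adjusted p 0.00104). Axl (ENSMUSG00000002602, chromosome 7, 26542292 to 26573724) rose from 10.4 ± 0.615 to 67 ± 5.09 TPM, by 2.34 (SE 0.21, adjusted p 0.00162). Tmem176a (ENSMUSG00000023367, chromosome 6, 48791482 to 48795363) rose from 2.91 ± 0.414 to 21.3 ± 1.74 TPM, by 2.33 (SE 0.29, adjusted p 0.00936). Each of the 5 was higher in all 3 cKO libraries than in all 3 WT libraries, a separation that 10% of genes show by chance. All 12 fits that each left out a library called them, except that for Tmem176a 10 of 12 did, with an adjusted p of 0.0696 without cKO ex vivo 3. Under the block Tmem176a had an adjusted p of 0.0563 at 1 TPM and 0.00117 at 5 TPM, with a range over its 24 alternative fits of 8e-08 to 0.0696. Under the 5 TPM filter the adjusted p-values of the 5 genes lay between 1.19e-06 and 0.000185.

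**Figure D3:**
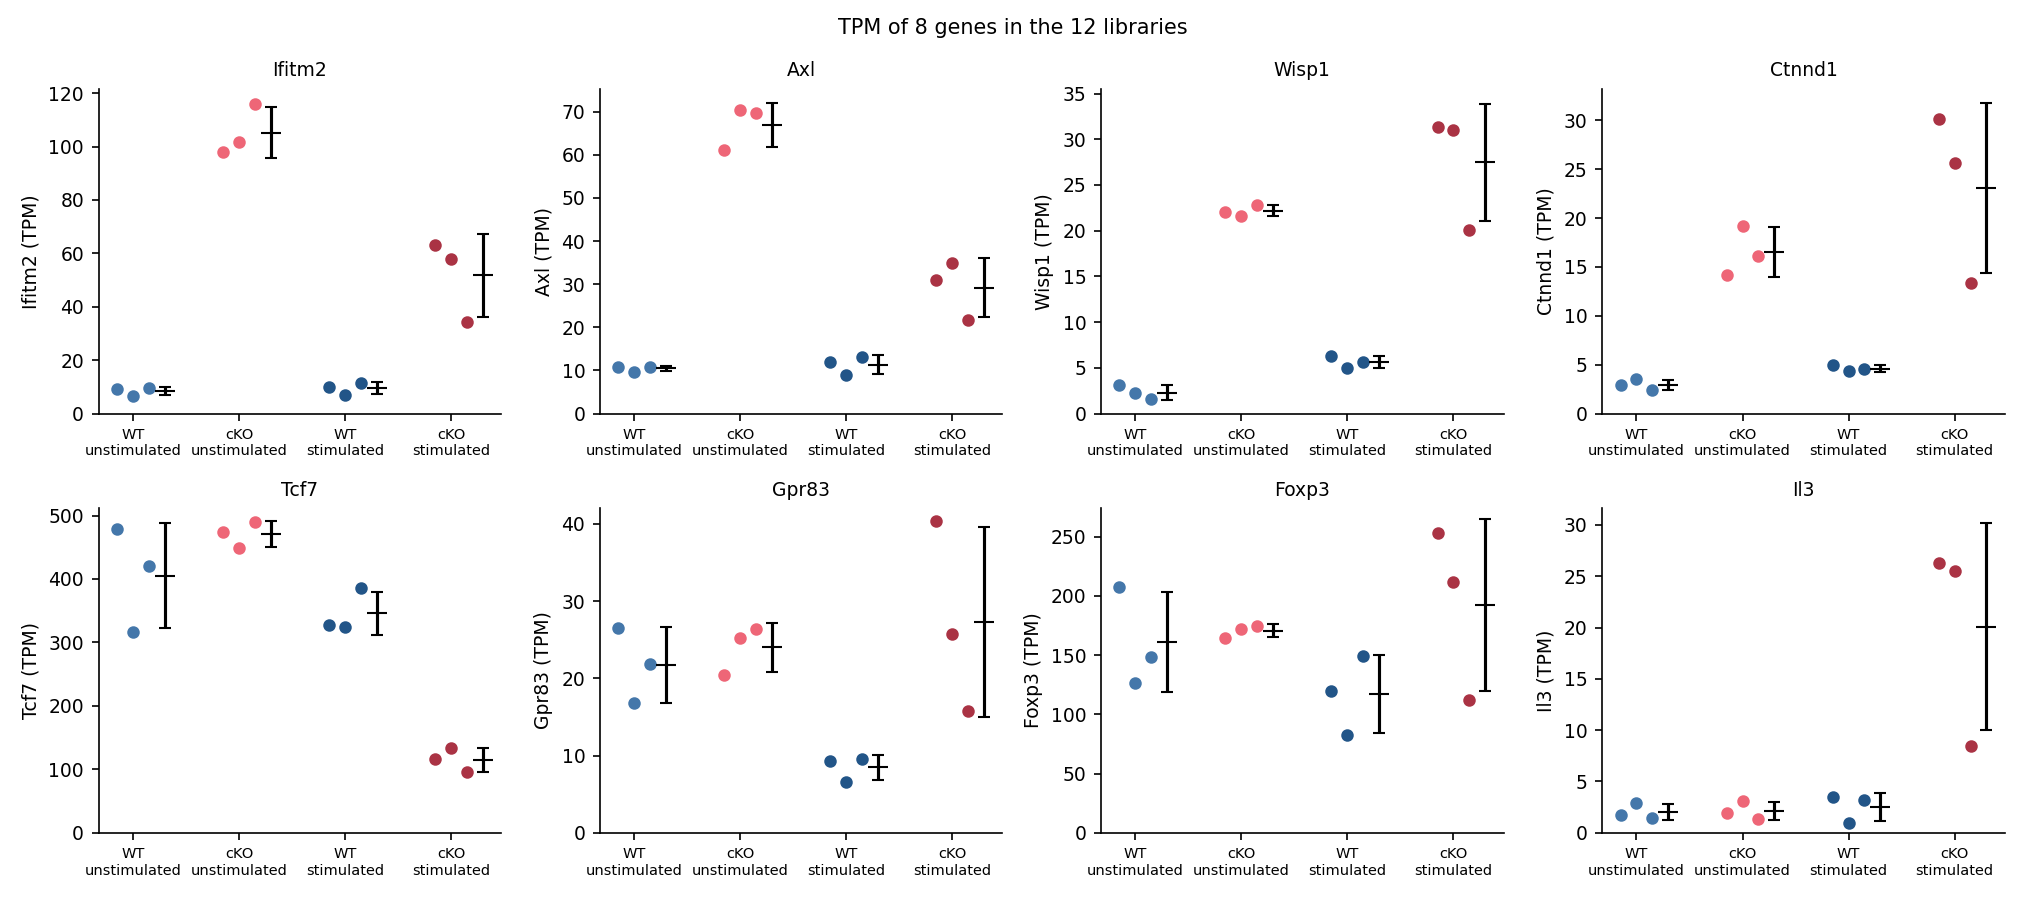
TPM of 8 genes in each library, with points for libraries and bars for the mean ± SD of the 3 libraries of a group. Ifitm2, Axl, Wisp1 and Ctnnd1 are higher in every cKO library than in every WT library of the same condition, Tcf7 is lower in the stimulated cKO libraries only, and Foxp3 overlaps between genotypes in both conditions.

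Beside Ikzf1, the falls ex vivo that the rule named were mt-Nd3, mt-Tr, Gm12259 and Gm10354. The mitochondrial genes mt-Nd3 (M, 9459 to 9806) and mt-Tr (M, 9808 to 9875) had 13 to 33 and 1 to 8 reads in the 6 WT libraries and 0 reads in all 6 cKO libraries, so 0 reads set the cKO value and a fold change is not given. Their reads are separable from a nuclear copy on chromosome 1 at only 2 positions. The call of mt-Nd3 (adjusted p 0.00104) held in 12 of 12 fits that each left out a library, and at 5 TPM (adjusted p 0.0304) in 4 of 12, with up to 0.282 without WT ex vivo 3, and the block there gave 0.0774. Blocking raised the adjusted p of mt-Tr from 0.038 to 0.121, within a range of 0.00559 to 0.2 over 23 alternative fits. Gm12259 (ENSMUSG00000085744, chromosome 11, 58679467 to 58680656) fell by 1.62 (SE 0.20, adjusted p 0.00936), from 5.82 ± 1.96 to 1.53 ± 0.280 TPM, and lost its call in 2 of 12 fits, with up to 0.0696 without cKO ex vivo 3 and 0.00404 to 0.0966 over 23 alternative fits. Gm10354 (ENSMUSG00000072188, chromosome 5, 14974113 to 14978935) fell by 1.41 (SE 0.23, adjusted p 0.0468), from 7.58 ± 1.34 to 2.82 ± 0.842 TPM. Its call held in 2 of 12 fits that each left out a library. Its adjusted p reached 0.223 without cKO ex vivo 3 and 0.123 under the block. Over its 24 alternative fits it ranged from 0.000144 to 0.223.

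Of 8 genes that the study's text names as higher in cKO ex vivo (Wisp1, Ctnnd1, Ctnna1, Tnfrsf4, Tlr2, Lag3, Tnf and Ifng), 8 were higher. Over all genes tested 2 were called (Wisp1 and Ctnnd1), and adjusted over the list alone 8 were. The second count is no independent evidence, since the study chose the list on these samples. At 5 TPM 7 were called over all genes, and Tlr2 was not (adjusted p 0.0593). Of these 7, Ctnna1 lost its call in 2 of 12 fits, with up to 0.0685 without cKO ex vivo 3, and Tnfrsf4 in 6 of 12, with up to 0.119 without cKO ex vivo 1 and 0.0619 under the block. Over their 24 alternative fits the adjusted p ranged from 0.0154 to 0.832 for Ctnna1 and from 0.00252 to 0.921 for Tnfrsf4. Ctnnd1 (ENSMUSG00000034101, chromosome 2, 84440228 to 84490922) rose from 2.94 ± 0.531 to 16.5 ± 2.52 TPM, by 1.97 (SE 0.24, adjusted p 0.00936), with 0.0696 without cKO ex vivo 3 as the highest of the 12 fits and a range over its 24 alternative fits of 4.29e-09 to 0.0696. Of 5 genes named as lower (Acvr1b, Nr4a1, Tet1, Prf1 and Bcl6), 4 were lower and Bcl6 was not (0.26, adjusted p 0.984). Prf1 was called, falling by 1.08 (SE 0.15, adjusted p 0.0212) from 4.60 ± 0.710 to 2.12 ± 0.590 TPM, and 4 were called adjusted over the list alone. The cKO mean of Prf1 lay in the background range described below. Prf1 had 0.0827 under the block, up to 0.127 without cKO ex vivo 3, and 0.000233 to 0.172 over 23 alternative fits. At 5 TPM, where 3 of these 5 genes were tested, Acvr1b (adjusted p 0.00792) and Nr4a1 (0.0251) were called as lower. Nr4a1 passed in 7 of the 12 fits at 5 TPM and reached 0.0888 without cKO ex vivo 3, and 0.0619 under the block, with a range over its 24 alternative fits of 0.0211 to 0.863.

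The genotype effect after stimulation addresses the same question in activated Treg. Here 68 genes were called, 32 higher and 36 lower in cKO, 61 of them over 2-fold, with 4664 genes at an unadjusted p under 0.05. At 5 TPM 923 genes were called, 439 higher and 484 lower, 193 over 2-fold, and 3166 had an unadjusted p under 0.05. The filters shared 64 calls. The higher share was 47.1% with scaling, 34.7% with the TPM as deposited and 58.8% with median of ratios scaling. Single libraries weighed heavily. Without cKO stimulated 1 only 2 genes were called at 1 TPM, and without WT stimulated 2 the 5 TPM count was 398. The authors' deposited table held 895 genes, 362 higher and 533 lower, and 174 over 2-fold. Of the 923 genes, 845 were in it and 664 passed its threshold in the same direction, and log2 fold changes correlated with r 0.996 across genes.

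Among genes with reads above the floor, the largest rise after stimulation was that of Gm5970 (ENSMUSG00000085977, chromosome 18, 60380497 to 60381712), from 3.60 ± 1.62 TPM in WT to 25.5 ± 7.59 TPM in cKO, by 2.52 (SE 0.28, adjusted p 0.0105). It overlaps Gm4951 on the same strand, which leaves its reads uncertain, and lost its call in 1 of 12 fits, at 0.0579 without cKO stimulated 1. Il3 (ENSMUSG00000018914, chromosome 11, 54078805 to 54080779) rose from 2.52 ± 1.36 to 20.1 ± 10.1 TPM, by 2.48 (SE 0.41, adjusted p 0.0439). Its call held in 2 of 12 fits, with 0.204 without cKO stimulated 1, and in 12 of 12 at 5 TPM. Ifitm3 rose by 2.40 (SE 0.33, adjusted p 0.0171), from 4.03 ± 1.79 to 26.3 ± 9.36 TPM, with 0.107 without cKO stimulated 1. Falls were led by St8sia6 (ENSMUSG00000003418, chromosome 2, 13572647 to 13715435), from 24.6 ± 2.19 to 6.15 ± 0.199 TPM, a fall by 1.83 (SE 0.21, adjusted p 0.0107) with up to 0.0628 without WT stimulated 3. Evi2b (ENSMUSG00000070354, chromosome 11, 79326887 to 79344061), which overlaps Evi2a on its strand, fell by 1.62 (SE 0.21, adjusted p 0.014), from 30.2 ± 6.18 to 9.05 ± 0.866 TPM, with up to 0.0898 without cKO stimulated 1. Under the higher filter these 5 genes were called in all 12 fits that each left out a library. Over the 24 alternative fits the adjusted p ranged from 3.4e-09 to 0.0864 for Gm5970, 5.91e-06 to 0.204 for Il3, 3.76e-07 to 0.107 for Ifitm3, 1.81e-07 to 0.0628 for St8sia6 and 3.08e-06 to 0.0898 for Evi2b. The rule also named genes near the floor. Gm17310 and Gm17379 had 0 reads in all 3 WT libraries and 3 to 7 and 1 to 3 reads in cKO, Snord45b had 7 to 14 reads in WT and 1 to 2 in cKO, and mt-Nd3 and mt-Tr had 0 reads in cKO as they did ex vivo.

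The study's text names 14 genes as higher in stimulated cKO cells, and all 14 were higher. Over all genes 3 were called (Il3, Wisp1 and Ctnnd1), and 7 adjusted over the list alone. Wisp1 rose by 2.05 (SE 0.23, adjusted p 0.0105), from 5.62 ± 0.664 to 27.5 ± 6.41 TPM, and Ctnnd1 by 1.99 (SE 0.24, adjusted p 0.0128), from 4.61 ± 0.342 to 23.1 ± 8.69 TPM. Each kept its call in 8 of 12 fits, with up to 0.0588 without WT stimulated 3 for Wisp1 and 0.0717 without cKO stimulated 1 for Ctnnd1, and ranges over 24 alternative fits of 3.4e-09 to 0.0685 and 3.4e-09 to 0.0942. At 5 TPM 14 of 14 were called. Among them Foxp3 (ENSMUSG00000039521, X, 7156802 to 7172369) changed by 0.65 (SE 0.30, adjusted p 0.366) at 1 TPM and by 0.96 (SE 0.18, adjusted p 0.00847) at 5 TPM, and its TPM overlapped, at 117 ± 33.3 in WT and 192 ± 72.6 in cKO. Gpr83 changed by 1.47 (adjusted p 0.059) and 1.77 (adjusted p 0.000218), and Il2 by 1.82 (adjusted p 0.0759) and 2.10 (adjusted p 0.0209). Il2 was called in 8 of the 12 fits at 5 TPM and reached 0.14 without cKO stimulated 1. Of the 14, Maml3 kept its 5 TPM call in only 5 of 12 fits, with up to 0.102 without WT stimulated 1, and Il12rb2 in only 2 of 12, with up to 0.16 without cKO stimulated 1.

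All 10 genes named as lower in stimulated cKO cells were lower. Tcf7 was called over all genes, 10 were called adjusted over the list alone, and 7 were called over all genes at 5 TPM (not Satb1, Tlr7 and Cxcr5). Of these 7, Foxp1, Id3 and Il27ra lost the 5 TPM call in 4, 10 and 5 of 12 fits, with up to 0.1, 0.145 and 0.145 without WT stimulated 2. Tcf7 (ENSMUSG00000000782, chromosome 11, 52065873 to 52096681) fell by 1.60 (SE 0.26, adjusted p 0.041), from 346 ± 34.5 to 115 ± 19.2 TPM. At 1 TPM 3 of 12 fits called it, with 0.204 without cKO stimulated 1, and at 5 TPM 12 of 12 did, with a range over 24 alternative fits of 0.000143 to 0.204. Bcl6 fell by 1.66 (adjusted p 0.0517) at 1 TPM and by 1.38 (adjusted p 0.00151) at 5 TPM. The study also names 3 homing receptor genes as reduced in cKO Treg when it describes its transfer experiment, without a stimulated condition. In stimulated cKO cells Itga4 and Itgb7 were lower and called at 5 TPM (adjusted p 0.00189 and 0.0271). Itgb7 lost that call in 5 of 12 fits, with up to 0.12 without cKO stimulated 3. Ccr9 stood at 1.58 ± 0.322 TPM in stimulated WT and 1.68 ± 0.598 TPM in stimulated cKO cells. Both lay under the median of silent genes in these groups, 2.09 and 2.30 TPM, a set chosen by level and described below. Among olfactory and vomeronasal receptor genes, a set chosen by name, the highest reached 4.06 to 5.46 TPM in the stimulated libraries. The Ccr9 change of 0.02 (adjusted p 0.979) therefore cannot tell whether its expression differed. Overlapping genes on its strand also leave its reads uncertain.

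In the Ikaros family, only Ikzf1 was called at 1 TPM. Ex vivo Ikzf2, Ikzf3 and Ikzf4 were higher in cKO, by 0.45, 0.32 and 0.59 (adjusted p 0.881, 0.945 and 0.648). Ikzf5 changed by -0.15 (adjusted p 0.989), or by 0.09 with the TPM as deposited. Of 24 alternative fits, 1 called Ikzf2 as higher, that with quantile normalization (adjusted p 0.0235). At 5 TPM Ikzf2 was not called (adjusted p 0.0869). Among genes of at least 5 TPM Ikzf4 was called (0.60, SE 0.11, adjusted p 0.0119), from 36.4 ± 4.96 to 65.4 ± 2.81 TPM, with 0.0553 without cKO ex vivo 1 and a range over its 24 alternative fits of 0.0072 to 0.879. After stimulation the changes of Ikzf2, Ikzf3, Ikzf4 and Ikzf5 were -0.44, -0.08, -0.01 and -0.33, with adjusted p-values from 0.457 to 0.985, and the sign of Ikzf2, Ikzf3 and Ikzf4 depended on the scaling, at 0.07, 0.35 and 0.53 with quantile normalization (adjusted p 0.758, 0.119 and 0.00454). Ikzf4 was thus called as higher under that scaling. The ranges over 24 alternative fits were 0.166 to 0.872 for Ikzf2, 0.119 to 0.999 for Ikzf3 and 0.00454 to 0.999 for Ikzf4.

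The stimulation effect compares cells kept for 4 h with anti-CD3 and anti-CD28 with ex vivo cells of the same genotype. No group was kept for 4 h without the antibodies. The effect of the antibodies therefore cannot be told apart from that of 4 h in culture. In WT 1838 genes were called, 304 higher and 1534 lower, 1107 over 2-fold, and in cKO 5903 genes, 757 higher and 5146 lower, 2845 over 2-fold. At 5 TPM 4262 genes were called in WT, 1688 higher and 2574 lower, and 5835 in cKO, 2305 higher and 3530 lower. Leaving out WT stimulated 1 gave 759 genes in WT at 1 TPM, and leaving out cKO ex vivo 1 gave 2891 in cKO. The authors' deposited table held 4384 genes in WT, 1088 higher and 3296 lower, and 8457 in cKO, 3521 higher and 4936 lower. Of the control genes of stimulation, in WT Egr2 rose by 1.23 (adjusted p 0.0174) and Tnfrsf9 by 1.59 (adjusted p 0.00901), Myc by 0.35 (adjusted p 0.557) and Nr4a3 by 0.68 (adjusted p 0.289), while Cd69 fell by 1.62 (adjusted p 0.00825), from 364 ± 112 to 158 ± 13.1 TPM. Adjusted over the list alone, 3 of the 5 were called in WT and 3 in cKO, and at 5 TPM 5 of 5 in each. Egr2 lost its call in 3 of 12 fits, with up to 0.0733 without WT stimulated 3. At 5 TPM Myc lost its call in 1 of 12, with 0.0524 without WT stimulated 2. The largest rise in WT was that of Pdcd1 (ENSMUSG00000026285, chromosome 1, 95934884 to 95949130), from 23.9 ± 3.84 to 254 ± 19.2 TPM, by 2.92 (SE 0.25, adjusted p 0.000202). U6 and U7, 1 gene copy each, were near the floor, with 0 to 2 and 0 reads in WT ex vivo and 5 to 17 and 2 to 5 reads in WT stimulated. The largest falls were those of Jun (ENSMUSG00000052684, chromosome 4, 94715725 to 94718913), from 528 ± 165 to 33.0 ± 3.41 TPM, Hspa1b (ENSMUSG00000090877, chromosome 17, 35093381 to 35096183), from 70.3 ± 34.7 to 3.69 ± 0.727 TPM, and Klf4 (ENSMUSG00000003032, chromosome 4, 55540013 to 55545347), from 151 ± 28.5 to 11.1 ± 1.09 TPM. They fell by 4.37 (SE 0.30, adjusted p 9.74e-05), 4.20 (SE 0.46, adjusted p 0.000629) and 4.08 (SE 0.24, adjusted p 3.88e-05). Reads of Hspa1b are uncertain because of its near-identical neighbour Hspa1a. Pdcd1, Jun, Hspa1b and Klf4 were called in all 12 fits that each left out a library.

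The interaction tests whether the genotype effect differs between ex vivo and stimulated cells. It gave 0 calls at 1 TPM, with 2406 genes at an unadjusted p under 0.05, and no gene met the naming rule. With the 5 TPM filter 147 genes were called, 60 positive and 87 negative, 69 over 2-fold, and 1925 had an unadjusted p under 0.05. Leaving out cKO ex vivo 3 reduced the 147 to 50. The authors' deposited table has no such comparison.

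Of 12 tests of fixed gene sets by camera, 8 passed an adjusted p of 0.05. Ex vivo, central Treg genes were lower in cKO (12 genes, median log2 change -0.65, 0% higher, adjusted p 1.11e-11), effector Treg genes were higher (20 genes, 0.34, 75% higher, 0.000489), cell cycle genes were higher (20 genes, 0.32, 95% higher, 9.61e-08), and T cell receptor variable segments were lower (85 genes, -0.12, 31.8% higher, 0.0391). After stimulation, interferon response genes were higher (38 genes, 0.37, 73.7% higher, 4.83e-10), and central Treg genes (-0.66, 16.7% higher, 0.000687), cell cycle genes (-0.38, 5% higher, 0.000219) and T cell receptor variable segments (-0.60, 8.24% higher, 9.4e-11) were lower. The median over all genes was -0.01 ex vivo and -0.04 after stimulation. Over genes of at least 5 TPM in the same fit it was -0.02 and -0.31. Of the 20 cell cycle genes 19 were such genes, so their stimulated median of -0.38 was close to that reference. None of the 12 passed under fry or with an estimated correlation, where 0 tests had an adjusted p under 0.05 and the lowest unadjusted p was 0.00928 by fry and 0.033 with an estimated correlation. At 5 TPM camera passed 7 and fry 4, namely central Treg (0.000409) and effector Treg (0.00458) ex vivo and interferon response (0.000409) and T cell receptor variable segments (0.0126) after stimulation. Cell cycle genes after stimulation did not pass camera at 5 TPM (0.257), nor did variable segments ex vivo (0.084), while effector Treg genes after stimulation passed there as higher (0.01). The ex vivo fall of variable segments passed in 9 of 12 fits that each left out a library. It did not without WT ex vivo 1 (0.505), and it changed direction without WT ex vivo 3 (0.898) and without cKO ex vivo 2 (0.879), with a range over 9 alternatives of 0.0161 to 0.808. The other 4 tests did not pass. Interferon response genes ex vivo had an adjusted p of 0.336 and a change of direction with the TPM as deposited. Immediate early genes ex vivo had 0.313. They passed as higher with quantile normalization (0.0015), where 10 of the 12 tests passed. They also passed as higher without WT ex vivo 3 (0.00395) and without cKO ex vivo 2 (0.0286). Their direction reversed without WT ex vivo 2 (0.975) and without cKO ex vivo 3 (0.858). Effector Treg genes and immediate early genes after stimulation both had 0.885, and both changed direction with quantile normalization and with the 5 TPM filter.

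Genotype effects ex vivo and after stimulation share no library. Across the 33873 genes, which are not independent replicates, their log2 fold changes correlated weakly (Pearson 0.10, Spearman 0.10), and 53.8% had the same sign. Of the called genes 12 were common to both, 9 higher and 3 lower in both conditions. With the 5 TPM filter the correlation was 0.18 and 250 calls were common, 236 of them in the same direction (162 higher, 74 lower). Without cKO ex vivo 2 the correlation at 1 TPM was -0.02, and without WT ex vivo 2 it was 0.19.

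**Figure D4:**
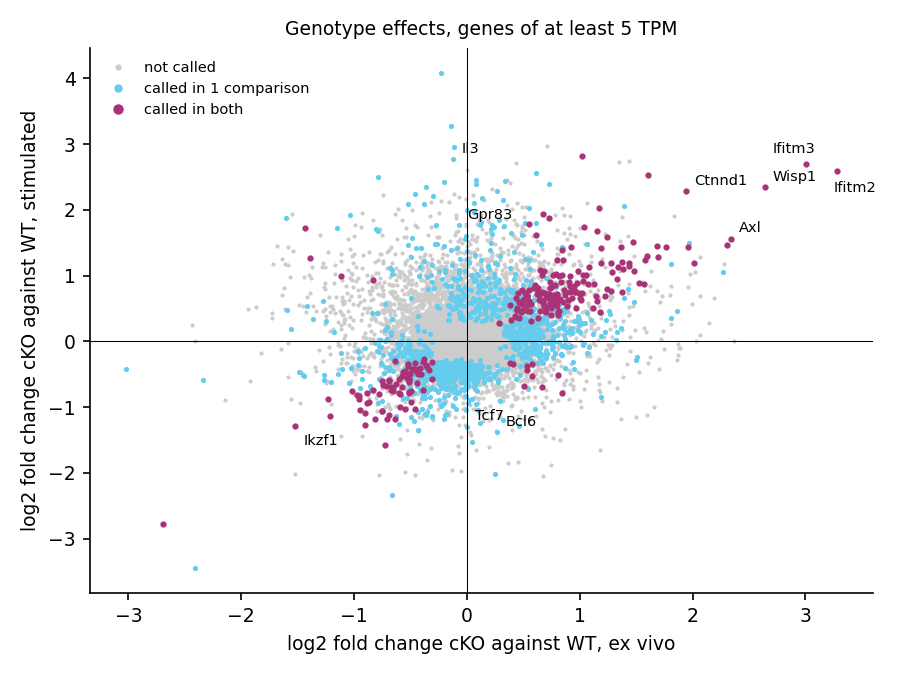
Log2 fold change of cKO against WT ex vivo (horizontal) and after stimulation (vertical) for the 13318 genes of at least 5 TPM, coloured by whether a gene was called in 0, 1 or both comparisons. Of the 250 genes called in both, 236 lie on the same side of 0 in both comparisons, and the correlation over all points is 0.18.

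Reads also lay over genes that T cells should not express, as the median of olfactory and vomeronasal receptor genes was 0.567 to 1.20 TPM per library. A larger set, called silent genes, was chosen by level alone. It held protein-coding genes whose mean over the stimulated libraries was no higher than 3.68 TPM. It may include genes that T cells express weakly. The median of 10343 silent autosomal genes was 1.38 ± 0.207 TPM in WT ex vivo, 1.69 ± 0.596 TPM in cKO ex vivo, 2.09 ± 0.241 TPM in WT stimulated and 2.30 ± 0.429 TPM in cKO stimulated (SD, n = 3 each), values that the limit itself holds low. A TPM at these levels cannot be read as expression. Several genes named above had a lower group mean under 3.68 TPM. In cKO ex vivo they included Prf1, Gm12259 and Gm10354. In WT they included Wisp1, Tmem176a and Ctnnd1 ex vivo and Il2 after stimulation. Background may therefore enter the size of their changes.

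**Figure D5:**
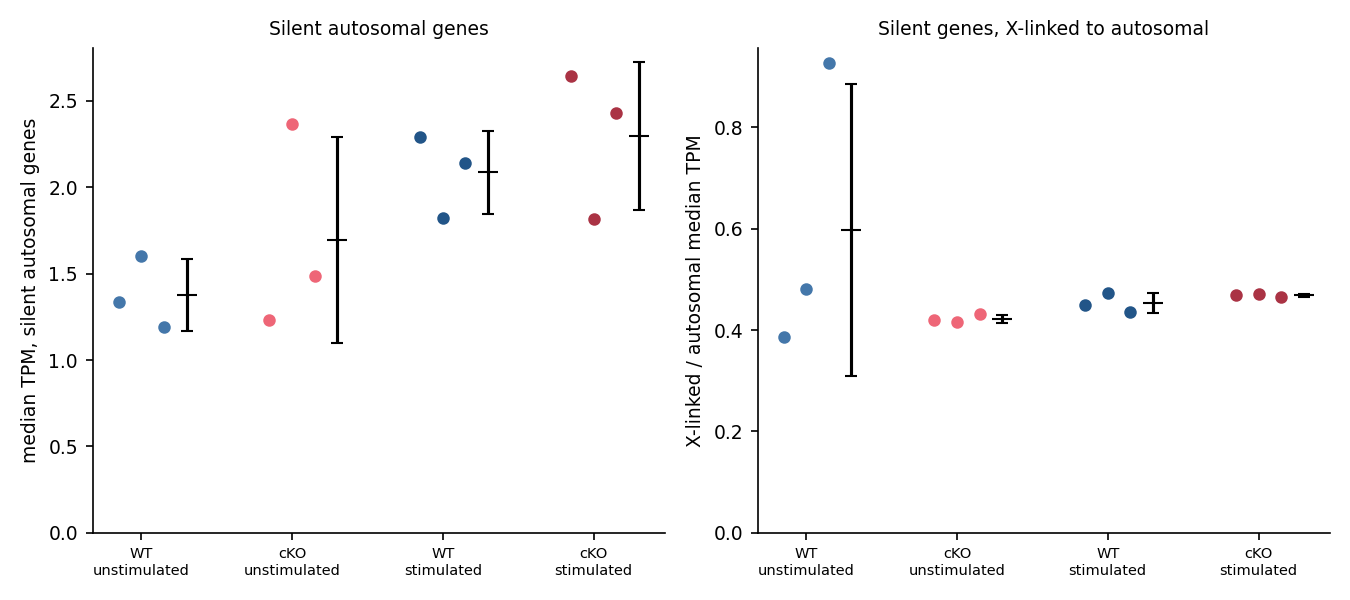
Median TPM of silent autosomal genes, and the ratio of the X-linked to the autosomal median, in each of the 12 libraries, with points for libraries and bars for the mean ± SD of the 3 libraries of a group. The female library, WT ex vivo 3, has a ratio of 0.927 and the 11 male libraries lie between 0.387 and 0.482.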

Values the study reported

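For Treg taken directly ex vivo, the study reported 661 differentially expressed genes in the Ikzf1 knockout, of which 149 changed by more than 2-fold, and it put the share of increased genes at 80%. After stimulation through the T cell receptor and CD28, it reported 895 differentially expressed genes between the genotypes, 533 decreased and 362 increased in the knockout.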

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

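The tests of library scaling and of the female library in this part, and the scalings and left-out libraries under the 5 TPM filter, were chosen only after the result was seen, the count for the female library being known when its test was written. The 5 TPM filter under which these genes pass is one of the alternatives named in the processing.

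Of the genes named in the report, 10 had a genotype effect that differed between ex vivo and stimulated cells under the 5 TPM filter by a test of the difference itself, the interaction. Gm17310 (adjusted p 0.0411), Gm17379 (0.0212) and Snord45b (0.0132) had 3 or fewer reads in a library and were left aside, and the other 7 were picked out. The interaction was -1.65 (log2, SE 0.26, limma adjusted p 0.0163) for Bcl6, -0.92 (SE 0.17, adjusted p 0.0367) for Evi2b, 1.81 (SE 0.29, adjusted p 0.0176) for Gm5970, 1.84 (SE 0.24, adjusted p 0.0122) for Gpr83, 2.90 (SE 0.56, adjusted p 0.0383) for Il3, 1.89 (SE 0.30, adjusted p 0.0173) for Jun and -1.30 (SE 0.18, adjusted p 0.0122) for Tcf7. With the 1 TPM filter none of the 7 passed, with adjusted p-values from 0.436 to 0.508 and unadjusted p-values from 0.000601 to 0.00303.

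Under the 5 TPM filter the genotype effects ex vivo and after stimulation were 0.27 and -1.38 for Bcl6, -0.43 and -1.35 for Evi2b, 1.02 and 2.82 for Gm5970, -0.07 and 1.77 for Gpr83, -0.12 and 2.78 for Il3, -1.28 and 0.61 for Jun, and -0.00 and -1.30 for Tcf7. Mean TPM follow in the order WT ex vivo, cKO ex vivo, WT stimulated and cKO stimulated (n = 3 each). They were 16.7, 23.6, 53.5 and 16.6 for Bcl6, and 22.5, 19.5, 30.2 and 9.05 for Evi2b. For Gm5970 they were 1.90, 5.66, 3.60 and 25.5, and for Gpr83 21.7, 24.0, 8.48 and 27.3. For Il3 they were 2.02, 2.14, 2.52 and 20.1, and for Jun 528, 256, 33.0 and 42.1. For Tcf7 they were 405, 471, 346 and 115. Both ex vivo means of Il3 lay under the 3.68 TPM limit of silent genes, so its ex vivo effect cannot be read as expression. The WT stimulated mean of Il3 and both WT means of Gm5970 also lay under it.

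Against the female WT library as the cause, 5 of the 7 genes kept an adjusted p under 0.05 without it. The other 2, Evi2b (0.0757) and Il3 (0.0625), had interactions of -0.92 and 3.08 without it, and for them it stays open. Against library depth, 6 of the 7 kept an adjusted p under 0.05 after every library was thinned to 8208659 reads, when the interaction had 116 calls in all. Leaving out each library in turn kept 3 (without cKO stimulated 1) to 7 of the genes at an adjusted p under 0.05. The replicate block kept 6, while with the block nested in genotype the interaction had 0 calls over all genes (1548 at an unadjusted p under 0.05). The interaction with the 5 TPM filter was itself reached by 1 of 100 drawn splits of the 12 libraries, the real one included, and the next largest gave 36 genes. A drawn split mixes libraries of different groups, so their real differences enter the spread within groups and lower its calls. The count therefore speaks to the absence of any group difference, and not to the absence of an interaction alone. With the 1 TPM filter the interaction had 0 calls and 2406 genes at an unadjusted p under 0.05, so that 100 of 100 drawn splits had to give as many, which says nothing about chance.

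Against library scaling as the cause, the lowest ratio of an interaction under 4 other scalings to its size above was 0.723. This was for Jun with the TPM as deposited, so none of the 7 fell to 0 or changed sign. The TPM as deposited and the factors of the 1 TPM filter moved all 7 interactions downward together. The ratio therefore speaks only to size and sign, and not to whether a gene passes. With the factors of the 1 TPM filter the interactions were -1.92 for Bcl6, -1.17 for Evi2b, 1.48 for Gm5970, 1.56 for Gpr83, 2.61 for Il3, 1.60 for Jun and -1.58 for Tcf7. Scaling did decide how many passed the threshold, since the number with an adjusted p under 0.05 was 3 with the TPM as deposited, 7 with median of ratios scaling, 7 with quantile normalization and 0 with the factors of the 1 TPM filter. Reads of Gm5970, Evi2b and Tcf7 overlap those of a neighbour on the same strand, and neither this nor a strain difference between the animals was tested for these genes. Where these explanations are argued against, the genotype effect may depend on stimulation or on the 4 h in culture. This is a hypothesis found and tested on the same data.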

How the results depend on the processing

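Alternatives under the 5 TPM filter, limma voom, scaling factors from the other filter, the genes of the authors' deposited table, and further scalings and left-out libraries for the set tests were chosen after the data were seen, and so was the 5 TPM filter itself for the set tests and the correlation, though not for the counts of genes.

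With the 5 TPM filter the counts of genes were 704 ex vivo (111 over 2-fold), 923 after stimulation (193 over 2-fold), 4262 for stimulation in WT and 147 for the interaction, and the correlation of the genotype effects was 0.18. The scaling factors were part of this, since factors from genes of at least 5 TPM on the genes of the 1 TPM filter gave 390 (101 over 2-fold), 600 (200 over 2-fold), 3446 in WT and 74 for the interaction, and the reverse exchange gave 92, 157, 2523 and 0 (1389 at an unadjusted p under 0.05) on the genes of the 5 TPM filter. The genes of the authors' deposited table gave 435 (101 over 2-fold), 610 (128 over 2-fold), 3816 in WT and 78. The authors' deposited table itself held 666 (130), 895 (174) and 4384 genes.

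Other scalings moved counts both ways, and the cause was not tested. TPM as deposited gave 141 genes ex vivo (92.9% higher, 121 over 2-fold), 121 after stimulation (34.7% higher, 111 over 2-fold) and 3888 for stimulation in cKO, and with the 5 TPM filter 273, 306, 1943 in WT and 67 for the interaction. Quantile normalization gave 426 (78 over 2-fold), 983 (239 over 2-fold), 3369 in WT and 192 for the interaction, and with the 5 TPM filter 1579 after stimulation and 392 for the interaction. With median of ratios scaling the share higher after stimulation was 58.8%. Limma voom gave 232 (155 over 2-fold), 254 (165 over 2-fold) and 23 for the interaction, and with the 5 TPM filter 1203 ex vivo and 395 for the interaction. A pseudocount of 0.1 gave 1 call for the interaction.

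Without a mean-variance trend 36 and 44 genes were called for the genotype effects. The replicate block gave 18 ex vivo (88.9% higher, 18 over 2-fold) and 19 after stimulation (73.7% higher, 19 over 2-fold), and 65 for the interaction with the 5 TPM filter. Nested in genotype, it gave 462 for stimulation in WT, 2475 in cKO and 0 for the interaction with the 5 TPM filter (1548 at an unadjusted p under 0.05). A fit to the 2 groups compared, with fewer samples, gave 10 ex vivo (90.0% higher, 10 over 2-fold), 5 after stimulation (5 over 2-fold) and 3340 for stimulation in cKO. Among the genes and sets named in the text for the ex vivo comparison at 1 TPM, the block took the call from Ikzf1, Prf1, Tmem176a, mt-Tr and Gm10354 and changed no other call.

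Leaving out each library in turn, 12 fits gave 10 (without cKO ex vivo 3) to 88 genes ex vivo, 77.3% to 91.2% higher and 10 to 68 over 2-fold, 2 (without cKO stimulated 1) to 78 after stimulation, 25.7% to 88.9% higher and 2 to 72 over 2-fold, 759 (without WT stimulated 1) to 2330 in WT, 2891 (without cKO ex vivo 1) to 7358 in cKO and 0 to 2 for the interaction. With the 5 TPM filter they gave 324 (without cKO ex vivo 3) to 740, 398 (without WT stimulated 2) to 1057, 3256 to 4387, 4098 to 5992 and 50 (without cKO ex vivo 3) to 203. The correlation ran from -0.02 to 0.19, the set tests from 7 to 9, and the Ikzf1 level over 6 fits from 36.3% to 44.2% ex vivo and from 29.3% to 39.1% after stimulation. Scaled TPM put the ex vivo Ikzf1 level at 34.3%. Genes past the threshold alone correlated at 0.62. Fry passed 0 set tests (4 at an unadjusted p under 0.05), an estimated correlation 0 (1 at an unadjusted p under 0.05), and fry with the 5 TPM filter 4.

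Some directions reversed, and the cause was not tested. Interferon response ex vivo reversed with TPM as deposited (adjusted p 0.779) and without WT ex vivo 3 (0.535, 12 fits 0.0195 to 0.793), immediate early genes ex vivo without WT ex vivo 2 (0.975) and cKO ex vivo 3 (0.858, 12 fits 0.00395 to 0.975), and variable segments ex vivo without WT ex vivo 3 (0.898) and cKO ex vivo 2 (0.879, 12 fits 5.66e-08 to 0.898). Effector Treg genes after stimulation reversed with quantile normalization (0.000305), at 5 TPM with camera (0.01), fry (0.0563) and the block (0.00911), and without WT stimulated 3 (0.825) or cKO stimulated 3 (0.242, 12 fits 0.242 to 0.934). Immediate early genes after stimulation reversed with quantile normalization (0.00101), at 5 TPM with camera (0.198), fry (0.629) and the block (0.167), and without WT stimulated 2 (0.893), WT stimulated 3 (0.825), cKO stimulated 1 (0.966) or cKO stimulated 3 (0.27, 12 fits 0.207 to 0.966). In log2, Ikzf5 ex vivo was 0.09 with TPM as deposited and Ikzf2 after stimulation 0.07 with quantile normalization. Ikzf3 after stimulation was 0.22 at 5 TPM and with its factors, 0.35 with quantile normalization, 0.16 in the authors' deposited table, 0.07 on its genes, 0.00 without WT stimulated 3 and 0.23 without cKO stimulated 3, from -0.30 to 0.23 over 12 fits. Ikzf4 after stimulation was 0.29 at 5 TPM and with its factors, 0.00 with TPM as deposited, 0.02 with median of ratios scaling, 0.53 with quantile normalization (adjusted p 0.00454, a call as higher, range 0.00454 to 0.999), 0.06 with 2 groups and with voom, 0.22 in the authors' deposited table, 0.14 on its genes, 0.03 without WT stimulated 3 and 0.27 without cKO stimulated 3, from -0.23 to 0.27 over 12 fits. Ccr9 was -0.06 with quantile normalization and -0.11, -0.05 and -0.08 without WT stimulated 1, cKO stimulated 1 and cKO stimulated 2, from -0.11 to 0.20 over 12 fits.

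Over 90 genes and set tests, 410 changes were seen, 171 stronger, 195 weaker and 44 reversed, against 1780 without change. Leaving out a library accounted for 12, 117 and 18 of these. With all libraries thinned to the 8208659 reads of the smallest, the 5 TPM filter gave 646 genes ex vivo and 795 after stimulation.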

Other observations

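The tests of why fewer genes were called with the 1 TPM filter, of the Ikzf1 reads in cKO libraries, of the female library and of the mitochondrial reads were chosen only after the results were seen.

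In the report 57 genes were called ex vivo. That is lower than the value quoted from the study above. Of these 57, 50 changed by more than 2-fold. That is lower than the value quoted from the study above. After stimulation 68 genes were called. That is lower than the value quoted from the study above. Of these, 36 were lower in cKO. That is lower than the value quoted from the study above. The other 32 were higher. That is lower than the value quoted from the study above. Scaling factors set by genes at the background level are a candidate cause of the low counts, since 390 genes were called ex vivo and 600 after stimulation among genes of at least 1 TPM with the factors of genes of at least 5 TPM. The larger number of genes tested is argued against as the whole cause, since the genes of at least 5 TPM with the factors of the 1 TPM filter gave 92 and 157 calls, under the 704 and 923 with their own factors. It stays open as part of the cause, since with either set of factors the smaller set of genes had more calls, 92 against 57 and 704 against 390 ex vivo, and 157 against 68 and 923 against 600 after stimulation.

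Reads over silent genes could come from genomic DNA. Genomic DNA predicts that silent X-linked genes double against autosomal ones in a female, and the ratio of their medians in the female library was 2.211 times its median in the 5 male ex vivo libraries (bootstrap 95% interval 2.048 to 2.312, 1000 draws). Among 87 X-linked genes of at least 20 TPM the ratio was 1.195 in the female library and 1.04 to 1.115 in male ex vivo libraries. Only 1 female library was there. Of 1399 olfactory and vomeronasal receptor genes, 999 (71.4%) reached 1 TPM and 0 reached 5 TPM. The share of Gm10800 is not explained by the same DNA, since its TPM over that of silent genes ran from 103100 to 261700, a ratio of 2.538 between libraries. No biological explanation was tested for it.

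Ikzf1 kept reads in the cKO libraries. Background over the gene is argued against by the 1399 olfactory and vomeronasal receptor genes, a set chosen by name and not by level. The highest of them lay at 3.612 to 5.457 TPM in the cKO libraries, and the lowest ratio of Ikzf1 to it in the same library was 3.123. B cells or myeloid cells are argued against by their 22 markers, of which the highest in the cKO groups was Cd79b at 11.91 TPM, with a median of 2.741. Conventional T cells are argued against by the 6 Treg identity genes. With the 5 TPM filter their median changed by 0.23 ex vivo and 0.31 after stimulation, where the Ikzf1 level would need -0.74 and -0.59. With the 1 TPM filter the medians were 0.22 and 0.00, with 3 of the 6 genes higher in each condition. All 6 are in another list and 2 were named by the study. A transcript of the targeted allele that is still made was not tested.

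Markers of other cells were low. The median over B cell markers was 2.65 TPM (10 genes, 2 at 5 TPM or more), over myeloid markers 2.28 (12 genes, 2 at 5 TPM or more, highest Cd68 at 13.7), over CD8 T cell markers 5.53 (2 genes, highest Cd8b1 at 11.4) and over red cell markers 0.932 (5 genes, highest Hbb-b1 at 2.17). Treg identity genes had a median of 158 TPM (6 genes, highest Ctla4 at 737), and male genes 15.8 (4 genes, highest Ddx3y at 43.3).

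Cd69 fell after stimulation. Activation of the ex vivo cells during isolation is a candidate explanation, since the 13 immediate early genes had a median log2 change of -2.60 in WT and -2.62 in cKO with the 5 TPM filter, 12 of 13 lower in each (fry p 1.8e-06 and 2.36e-06). Gene regulation by 4 h of stimulation or of culture stays open beside it.

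In WT libraries only, mt-Nd3 and mt-Tr had reads. A strain variant in the mitochondrial genome is a candidate explanation, since the mitochondrial segment and its copy on chromosome 1 differ at 2 positions, 1 in each gene, so a variant there would move reads to the copy. Gm10222 in that copy had 0 to 2 reads in WT and 4 to 15 in cKO. By its position Gm10222 is the copy of the neighbouring mt-Nd4l, so it does not directly count reads moved from mt-Nd3 or mt-Tr. On the mitochondrial genome mt-Nd4l (9877 to 10173), which holds neither position, had 2 to 22 reads in WT and 0 to 1 in cKO. Whether the reads of mt-Nd4l and Gm10222 came from read pairs that reach position 9821 in mt-Tr was not tested. Lower mitochondrial expression is argued against ex vivo, where 6 mitochondrial genes of over 1000 reads had a median cKO to WT ratio of 1.123. After stimulation their ratio was 0.674, in deposited TPM that the larger Gm10800 share of stimulated cKO libraries lowers. A fall to this ratio would leave reads, while mt-Nd3 had 13 to 23 reads in the stimulated WT libraries and 0 in the stimulated cKO libraries. Lower expression is thus argued against there as the whole cause, and stays open as a part of it.

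Of the 704 ex vivo calls of the 5 TPM filter, 352 kept direction and an adjusted p under 0.05 without the female library, exactly the least number asked for by a test whose count was known when it was written. That tie alone decides nothing. Leaving out each of the other 5 ex vivo libraries kept 323 (without cKO ex vivo 3) to 454, so by this count the female library stood out no further than others. The median ratio of effects without it to those with it was 0.961 (lowest 0.669). This median was under those of the other 5 libraries, 0.996 to 1.03, so by this measure the female library did stand out. For the 352 calls lost without it the female library stays open. X-linked genes made up 15 of the calls, 2.13% against 2.57% of genes tested (Fisher exact p 0.54). Depth is argued against by 646 calls ex vivo and 795 after stimulation once all libraries were thinned to 8208659 reads. Strain segments along chromosomes cannot be told apart from the genotype, since called genes had 52 neighbouring pairs against 37.1 expected (ratio 1.402, permutation p 0.008, 10000 shuffles), as many as the same number of top genes of stimulation in WT, a comparison within 1 genotype, while the genotype effect after stimulation had 75 (2.036).

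Each genotype and stimulation comparison was also counted over all 10 splits of its 6 libraries, and with each filter only 1 of the 10 splits, the real one, gave as many calls, which is the least that 10 splits allow, so chance cannot be told apart by this count. The next largest split gave 2 genes ex vivo and 1 in each other comparison at 1 TPM, and 1, 1, 0 and 1 at 5 TPM. Ex vivo, where the numbers pair the libraries, 4 splits part all 3 pairs, and the other 3 of these gave at most 2 calls at 1 TPM and 0 at 5 TPM, while the 6 splits that part 1 pair gave at most 1.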
